# Essential Role for CD30-Transglutaminase 2 Axis in Memory Th1 and Th17 Cell Generation

**DOI:** 10.3389/fimmu.2020.01536

**Published:** 2020-07-21

**Authors:** Akane S. Suzuki, Ryoji Yagi, Motoko Y. Kimura, Chiaki Iwamura, Kenta Shinoda, Atsushi Onodera, Kiyoshi Hirahara, Damon J. Tumes, Ryo Koyama-Nasu, Siiri E. Iismaa, Robert M. Graham, Shinichiro Motohashi, Toshinori Nakayama

**Keywords:** TG2, CD30, memory Th cell generation, Th17, Th1, memory precursor, airway inflammation

## Abstract

Memory helper T (Th) cells are crucial for secondary immune responses against infectious microorganisms but also drive the pathogenesis of chronic inflammatory diseases. Therefore, it is of fundamental importance to understand how memory T cells are generated. However, the molecular mechanisms governing memory Th cell generation remain incompletely understood. Here, we identified CD30 as a molecule heterogeneously expressed on effector Th1 and Th17 cells, and CD30^hi^ effector Th1 and Th17 cells preferentially generated memory Th1 and Th17 cells. We found that CD30 mediated signal induced Transglutaminase-2 (TG2) expression, and that the TG2 expression in effector Th cells is essential for memory Th cell generation. In fact, *Cd30*-deficiency resulted in the impaired generation of memory Th1 and Th17 cells, which can be rescued by overexpression of TG2. Furthermore, *transglutaminase-2* (*Tgm2*)-deficient CD4 T cells failed to become memory Th cells. As a result, T cells from *Tgm2*-deficient mice displayed impaired antigen-specific antibody production and attenuated Th17-mediated allergic responses. Our data indicate that CD30-induced TG2 expression in effector Th cells is essential for the generation of memory Th1 and Th17 cells, and that CD30 can be a marker for precursors of memory Th1 and Th17 cells.

## Introduction

Upon encountering foreign antigens, naïve CD4 T cells proliferate and differentiate into effector helper T (Th) cells (1–4). After the clearance of pathogens, the majority of effector Th cells die during the contraction phase, but a few Th cells survive and are maintained as memory Th cells (5–9). Memory Th cells undergo rapid cell division upon re-encountering the same antigens, and induce stronger responses by producing large amounts of cytokines and a variety of chemokines, recruiting various effector cells, such as neutrophils, macrophages, and CD8 T cells, into inflammatory sites (10–12). Furthermore, memory Th cells contribute to the maintenance of memory CD8 T cells (13, 14) and help B cells produce high-affinity immunoglobulins (15, 16). Thus, memory Th cells play crucial roles in protective immune responses, which efficiently eliminate pathogens that have previously been encountered. Although the importance of memory Th cells for long lasting protective immunity is well-established, memory Th cells are also involved in the pathogenesis of inflammation; such memory Th cells are designated as pathogenic memory Th cells. Long survival of pathogenic memory Th cells underlies the pathogenesis of chronic inflammatory disorders, including asthma, eosinophilic esophagitis, allergic rhinitis, and atopic dermatitis (1, 17–20).

Several signaling pathways that control memory Th cell-fate decisions have been reported (21–27). For instance, the TCR signal strength affects memory Th cell generation and survival (28); IL-2 signaling enhances the long-term survival of memory Th cells (29); and CD28-dependent costimulatory signaling during the priming phase is required for optimal memory Th cell generation (30). Upon antigen recognition, T cells undergo asymmetric cell division, which results in the generation of two daughter cells with different propensities for the development of memory or effector T cells, supporting the hypothesis that cell-fate decision occurs during priming (31, 32). We also have identified a memory Th cell precursor enriched subpopulation (CCR7^hi^CD137^lo^) in the context of lipid metabolism (33). However, the molecular mechanisms governing memory Th cell generation are still not fully understood, given that the identification of memory T cell precursors that are induced during immune responses remains problematic. In contrast, memory CD8 T cell precursors have been identified based on the expression of various cell-surface molecules, such as CD25, IL-7Rα, or KLRG1 (34–38).

We show here that CD30-induced TG2 expression in effector Th1 and Th17 cells is essential for memory Th cell generation. Specifically, we found that CD30^hi^ but not CD30^lo^ effector Th1 and Th17 cells readily become memory Th cells, whereas loss of CD30 prevents the differentiation of Th1 and Th17 cells into memory Th cells. Moreover, we found that CD30^hi^ Th cells express high levels of transglutaminase 2 (*Tgm2*), the expression of which is induced by CD30 signaling, and TG2 overexpression in *Cd30*-deficient Th cells restores memory Th cell generation. Taken together, these findings indicate that CD30-TG2 axis is an important signaling pathway for memory Th cell generation.

## Materials and Methods

### Mice

BALB/c and C57BL/6 mice were obtained from CLEA Japan Inc. *Cd30*^−/−^ and *Tgm2*^fl/fl^ mice were purchased from Jackson Laboratory, and Ly5.1 mice were purchased from Sankyo Laboratory. OVA-specific TCR-αβ (DO11.10) transgenic (Tg) mice were provided by Dr. Loh (Washington University School of Medicine, St. Louis, MO, USA) (39). For antigen-specific activation of CD4 T cells, mice expressing the OTII TCRαβ specific for residues 323–339 of OVA were also used (40). *Tgm2*^−/−^ mice were kindly provided by Dr. Soichi Kojima (Molecular Ligand Biology Research Team, Chemical Genomics Research Group, Chemical Biology Department, RIKEN Advanced Science Institute) (41, 42). All mice were maintained under specific pathogen-free conditions in the Chiba University animal facility and used at 6–12 weeks of age under an approved protocol according to the guidelines of Chiba University.

### *In vitro* Th Cell Differentiation and Adoptive Cell Transfer

Splenic CD4 T cells were isolated using an autoMACS Sorter (Miltenyi Biotec), and then naïve CD4 T cells (CD44^low^CD62L^high^) were further purified using a FACSAria cell sorter (BD Biosciences), yielding a purity of >98%. DO11.10 Tg or OTII Tg naïve CD4 T cells were stimulated with 0.3 μM OVA peptide (Loh15) together with irradiated (30.67 Gy) T cell-depleted splenocytes from BALB/c or C57BL/6 mice, respectively, for 6 days under the following conditions: for Th1 cell differentiation, 30 U/ml IL-2 culture sup, 100 U/ml IL-12 (Wako), and 1 μg/ml anti-IL-4 Ab (BioLegend): for Th2 cell differentiation, 30 U/ml IL-2 culture sup, 100 U/ml IL-4 (PeproTech), and 10 μg/ml anti-IFNγ Ab (BioLegend): for Th17 cell differentiation, 10 ng/ml IL-6 (PeproTech), and 10 ng/ml IL-1β (PeproTech), 10 ng/ml IL-23 (R&D), 10 μg/ml anti-IL-4 Ab, and 10 μg/ml anti-IFNγ Ab (BioLegend). *In vitro*-differentiated effector Th cells (5 × 10^6^ to 3 × 10^7^ cells) were intravenously transferred into BALB/c, C57BL/6, or BALB/c nu/nu recipient mice as indicated.

This adoptive transfer model to track CD4 memory T cells is a well-established system (43–45). Th cells recovered from the mice that were adoptively transferred with *in vitro* differentiated effector Th cells more than 1 month ago are reported to acquire memory signatures; i.e., expression of memory cell surface markers (CD44^hi^ CD62L^hi^ IL-7Rα^hi^), and the ability to proliferate rapidly and to produce large amounts of effector cytokines upon antigen stimulation (44).

### *In vitro* Proliferation Assay

Splenic naïve CD4 T cells were labeled with CFSE and then stimulated with OVA peptide together with irradiated T cell-depleted splenocytes under Th1 or Th17 conditions for 3 or 4 days. In some experiments, DO11.10 Tg splenic naïve CD4 T cells were stimulated with immobilized anti-TCRβ Ab (3 μg/ml) plus anti-CD28 Ab (1 μg/ml) under Th1 conditions as indicated.

### Immunofluorescent Staining for Flow-Cytometric Analyses

The antibodies used for the detection of surface and intracellular molecules are listed in the supplementary experimental procedures (Supplemental Table 1). Flow cytometry data were acquired on a FACSCantoII (BD Biosciences) using the FACSDiva software program (BD Biosciences) and analyzed using the FlowJo software program (Tree Star). Intracellular staining was performed as previously described (46). In brief, the *in vitro* differentiated Th cells were re-stimulated with 10 ng/ml phorbol 12-myristate 13-acetate (PMA) and 500 nM ionomycin in the presence of 2 μM monensin for 4 h. These stimulated cells were first stained the cell surface molecules such as CD4 and CD44, fixed with 4% paraformaldehyde for 10 min at room temperature, permeabilized in PBS containing 0.5% Triton X-100 and 0.1% BSA, then stained for cytokines, and were analyzed by FACSCantoII. The data were analyzed using FlowJo software program (BD Biosciences) and analyzed using the FlowJo software program (Tree Star).

### RNA Sequencing Analyses

Total RNA was extracted with TRIzol reagent (Life Technologies) according to the manufacturer's instructions. For cDNA library construction, we used TruSeq RNA Sample Prep Kit v2 (Illumina) according to the manufacturer's protocol. Sequencing the library fragments was performed on the HiSeq 1500 System. For the data analysis, read sequences (50 bp) were aligned to the mm 10 mouse reference genome (University of California, Santa Cruz [UCSC], December 2011) using the Bowtie (version 0.12.8) and TopHat (version 1.3.2) software programs. Fragments per kilobase of exon per million mapped reads (FPKM) for each gene were calculated using Cufflinks (version 2.0.2).

### Quantitative Reverse Transcription-Polymerase Chain Reaction (qRT-PCR)

Total RNA was isolated using TRIzol reagent. cDNA was synthesized using oligo (dT) primer and Superscript II RT (Life Technologies). qRT-PCR was performed using an ABI PRISM 7500 Sequence Detection System. Data are shown relative to β-actin. The probes for the detection of genes in this study were purchased from Roche Applied Science. The probes and primers are listed in Supplemental Table 2.

### Microarray Data Collection and Analyses

Total RNA was isolated using TRIzol reagent (Life Technologies). RNA was labeled with a 3′ IVT Express kit (Affymetrix) and hybridized to GeneChip Mouse Genome 430 2.0 arrays (Affymetrix) according to the manufacturer's protocols. The expression values were determined with the GeneChip Operating Software (GCOS) program (Affymetrix).

### CD30 Stimulation With Recombinant CD153

*In vitro* stimulation using recombinant CD153 was performed as previously reported (47). In brief, BALB/c or C57BL/6 naïve splenic CD4 T cells were stimulated with immobilized anti-TCRβ Ab (3 μg/ml) plus anti-CD28 Ab (1 μg/ml) under Th1 or Th17 conditions (described above in the section of *in vitro Th cell differentiation and adoptive cell transfer*) for 24 h and then further stimulated with immobilized and soluble recombinant mouse CD153 (500 ng/ml, R&D) for further 4 days.

### Knockdown and Overexpression Assays

For knockdown assay, non-targeting control or *Tgm2* shRNA from a pMLP retroviral vector (Trans Omic) were inserted into a pLMP retroviral vector (Open Biosystems). Naïve CD4 T cells were cultured for 2 days under Th1 conditions and then infected with retrovirus vector containing non-targeting control shRNA (pLMP-GFP) or *Tgm2* shRNA (pLMP-sh*Tgm2*-GFP). Three days after the infection, the GFP-positive infected cells were purified by cell sorting, and used for further analyses. For overexpression assay, naïve CD4 T cells were cultured for 1 day under Th1 conditions and then infected with retrovirus vector pMXs-Mock- hNGFR or pMXs-*Tgm2*-hNGFR. Four days after the infection, hNGFR^+^ infected cells were purified by cell sorting, and used for further analyses.

### *In vivo* Immunization

The mice transferred with splenic CD4 T cells (1 × 10^6^ cells) from OTII Tg *Tgm2*^+/+^ or *Tgm2*^−/−^ mice were intraperitoneally injected with 100 μg NP_19_-OVA (Biosearch Technologies) in CFA (Sigma) next day after cell transfer. Serum samples were collected 1 and 3 weeks after the immunization. The concentrations of NP-specific Igs (IgG1 and IgG2c) were determined by ELISA (48). Alternatively, *Tgm2*^fl/fl^ *Cd4Cre* and control *Tgm2*^fl/fl^ mice were intraperitoneally injected with 100 μg whole OVA (Sigma) plus 10 μg LPS (Invivogen) in 200 μl PBS at an interval of 2 weeks. Serum samples were collected and analyzed 4 weeks after the last immunization. To detect *in vivo* generated memory Th cells, whole splenocytes were stimulated with OVA (100 μg /mL) for 4 h in the presence of 2 μM monensin, and detected CD154^+^ and IFNγ^+^ CD4T cells by intracellular staining (49).

### Induction of Th17 Cell Dependent Airway Inflammation *in vivo*

*In vitro*-differentiated OTII Tg *Tgm2* WT and KO effector Th17 cells (1 × 10^7^ cells) were transferred intravenously into C57BL/6 mice. Three weeks later, the mice were challenged with intranasal administration of OVA (dissolved in PBS, 100 μg per 30 μl) on days 0, 1 and 2, and analyzed on day 3 to induce Th17 cell dependent airway inflammation.

### Measurement of AHR

The respiratory parameters were obtained from the mice under the exposures of incremental doses of aerosolized methacholine (0, 6, 12, 24, 48, and 96 mg/ml in saline). The degree of AHR was assessed by a computer-controlled small animal ventilator (SCIREQ) (50).

### Collection of BAL fluid

A total of 100,000 viable BAL cells was cytocentrifuged onto slides by a Cytospin 4 (Thermo Electron) and stained with May-Grunwald-Giemsa solution (Merck). Two hundred leukocytes were counted on each slide. The cell types were identified using morphological criteria. The concentration of IL-17A, IL-1β, and IL-6 in the BAL fluid was assessed with a CBA Mouse Enhanced Sensitivity Flex Set System (BD Biosciences).

### Lung Histology and Immunohistochemistry

The lungs were fixed in 10% (v/v) formalin, sectioned and stained with hematoxylin and eosin (H&E) for the examination of pathological changes under a light microscope at 200×.

### Statistical Analyses

Unless otherwise indicated, *p*-values were calculated using Student's *t*-test or a two-way analysis of variance.

## Results

### Memory Th1 and Th17 Cells Are Preferentially Generated From CD30^hi^ Effector Th Cell

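RNA was sequenced from naive CD4 T cells and from effector Th1, Th2 and Th17 cells of DO11.10 Tg mice, whose CD4 T cells carry a TCR specific for an OVA peptide. Each of the 4 groups had 2 libraries, 8 in all, numbered as replicates 1 and 2. The naive cells were sorted splenic CD4 T cells, and the effector cells came from cultures of 6 days with 0.3 μM OVA peptide and irradiated T cell-depleted splenocytes. Th1 cultures received IL-2 at 30 U/ml, IL-12 at 100 U/ml and anti-IL-4 Ab at 1 μg/ml. Th2 cultures received IL-2 at 30 U/ml, IL-4 at 100 U/ml and anti-IFNγ Ab at 10 μg/ml. Th17 cultures received IL-6, IL-1β and IL-23, each at 10 ng/ml, with both antibodies at 10 μg/ml. The authors aligned the reads to the mouse mm10 genome with Bowtie and TopHat and computed FPKM for each gene with Cufflinks, without a further scaling between libraries being stated. FPKM is the number of sequenced fragments of a gene scaled by its exon length and by the depth of the library. The methods name a library kit that does not keep the strand of the RNA, whereas the sample labels name a stranded kit, so genes that overlap on opposite strands could share reads.

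The files list 23284 genes and give FPKM with a confidence interval in place of read counts. The number of fragments that each interval implies summed to 14463466 and 14475884 in the naive libraries, 20346892 and 20359025 in Th1, 19780896 and 19593492 in Th2, and 21058286 and 16715742 in Th17. The naive libraries were therefore the shallowest. These sums are estimates, since they take the interval to reflect counting error only. Pearson's r between the replicates of a group, across genes on the log2(FPKM + 1) scale, was 0.953 to 0.960. Across groups, it was 0.664 to 0.747 between a naive and an effector library and 0.860 to 0.913 between libraries of different effector subsets. Genes are not independent replicates, so these values describe the libraries only.

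The values were compared here with limma on log2(FPKM + 1), all 8 libraries in one fit, for the 11198 genes with a mean FPKM of at least 1. A difference on this scale understates the change of a gene with low FPKM. Libraries with the same replicate number deviated together, with correlations of 0.138 to 0.294 between the replicate differences of the 6 pairs of groups, so each comparison was also fitted with the replicate number as a block. All 12 lineage markers examined were higher in their own subset than in the mean of the other subsets, with adjusted p-values of 7.06e-07 to 0.00302 (limma, Benjamini-Hochberg adjustment), and all 12 also passed with the replicate block. For 11 of them, both libraries of that subset were above all other effector libraries. The exception was *Cxcr3*, with an FPKM of 8.68 ± 0.947 in Th1 and 11.4 ± 0.101 in Th17 (SD, n = 2). *Ifng* had an FPKM of 708 ± 133 in Th1, *Il13* 147 ± 5.16 in Th2 and *Il17f* 996 ± 23.9 in Th17 (SD, n = 2).

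**Figure D1:**
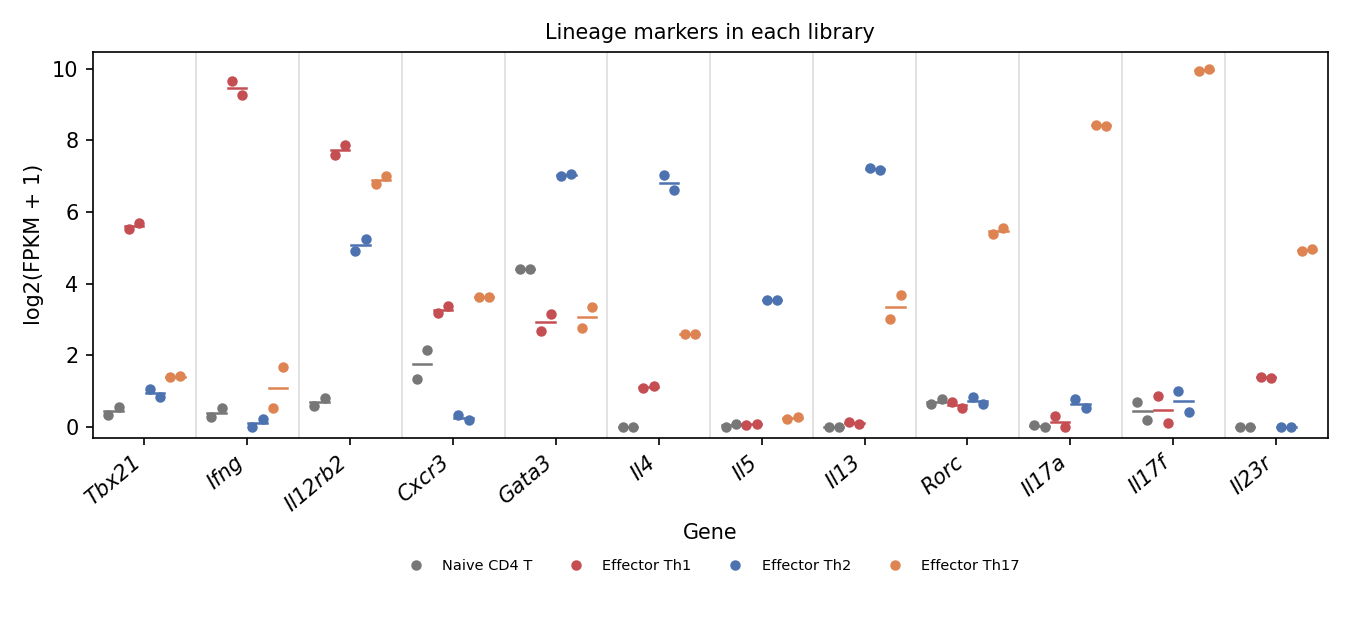
Expression of the 12 lineage markers on the log2(FPKM + 1) scale. Points are the 2 libraries of each group and lines are their means; for *Cxcr3* the Th17 libraries lie above the Th1 libraries, and for the other 11 genes the libraries of their own subset are highest among the effector cells.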

To identify cell surface markers expressed on memory-precursor effector CD4 T cells, we first performed RNA sequencing analysis with *in vitro*-differentiated Th1, Th2, Th17 cells and naïve CD4 T cells (Supplemental Figure 1A). We found 10 genes classified as receptors that were highly expressed on all effector Th subsets compared to naïve CD4 T cells (Supplemental Figure 1B). 

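The paper's text names 9 of the 10 receptors, and all 9 were higher in each effector subset than in naive cells. Over the 27 comparisons, the log2(FPKM + 1) difference from naive cells was 2.30 to 9.56, with standard errors of 0.11 to 0.26 and adjusted p-values of 6.01e-08 to 1.09e-05 (limma, Benjamini-Hochberg adjustment over all genes tested). Adjusted over the 27 comparisons alone, the p-values were 5.9e-10 to 1.2e-06. The paper picked these receptors from its RNA sequencing because they were high in all subsets against naive cells. Passing here is therefore not independent support, and the adjustment over 27 comparisons does not allow for that selection. With the replicate number as a block they were 2.22e-07 to 5.08e-06, where the correlations of the replicate differences were 0.138 to 0.294. For each of the 9 genes, all 6 effector libraries lay above both naive libraries. With each library left out in turn, the smallest difference was 2.25 and no difference moved by more than 0.43.

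*Tnfrsf8*, which encodes CD30, lies on chromosome 4 of mm10 from 145268976 to 145315147. Its FPKM was 0.00 and 0.16 in the naive libraries, with at most 5 implied fragments, so its change from naive cells depends on the pseudocount. It was 76.7 ± 0.247 in Th1, 273 ± 0.571 in Th2 and 246 ± 27.1 in Th17 (SD, n = 2), the differences from naive cells being 6.17, 7.99 and 7.84. Among the effector subsets, Th1 cells were lower than Th2 cells by a log2 difference of -1.82 (standard error 0.11, adjusted p = 4.4e-05, limma) and lower than Th17 cells by -1.66 (adjusted p = 0.00011). The difference between Th17 and Th2 cells, -0.16, did not pass the threshold (adjusted p = 0.309). With the replicate block, these 3 adjusted p-values were 4.04e-05, 0.000101 and 0.187. With median scaling the difference between Th17 and Th2 cells was -0.36 and passed (adjusted p = 0.0325), the adjusted p-values for *Tnfrsf8* between Th17 and Th2 being 0.00621 to 0.769 over all alternatives. These values are means over all cells of a culture and do not show how CD30 varied from cell to cell.

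*Lilrb4*, on chromosome 10 from 51490975 to 51496611, had an FPKM of 0.189 ± 0.0121 in naive cells, 467 ± 21.9 in Th1, 897 ± 61.0 in Th2 and 510 ± 93.0 in Th17 (SD, n = 2). Its value is partly uncertain, because 26.1% of the 50-base words in its annotated transcripts are also in those of its neighbor *Gp49a*, whose FPKM rose from 0.169 ± 0.0697 to 448 ± 31.4 in Th1. *Ltb4r1*, on chromosome 14 from 55765962 to 55768492, had at most 4 implied fragments in a naive library and an FPKM of 113 ± 1.61 in Th1, 54.6 ± 13.6 in Th2 and 161 ± 5.27 in Th17. *Tnfrsf9*, on chromosome 4 from 150920155 to 150946102, had 2.00 ± 1.05 in naive cells and 260 ± 15.0, 1035 ± 10.4 and 354 ± 10.4 in Th1, Th2 and Th17. *Il2ra*, on chromosome 2 from 11642792 to 11693194, had 5.11 ± 0.791 in naive cells and 608 ± 5.20, 716 ± 101 and 843 ± 30.9 in the same order. *Il2rb*, on chromosome 15 from 78480549 to 78495066, had 12.8 ± 5.69 in naive cells and 402 ± 45.1, 408 ± 12.3 and 374 ± 35.1. *Itga7*, on chromosome 10 from 128933813 to 128958284, had 3.72 ± 0.372 in naive cells and 58.6 ± 6.95, 133 ± 9.26 and 81.3 ± 10.8. *Tnfrsf4* and *Tnfrsf18* are on chromosome 4, from 156013695 to 156016589 and from 156026342 to 156028891. *Tnfrsf4* had 12.6 ± 2.87 in naive cells and 166 ± 23.2, 351 ± 14.5 and 135 ± 31.0, and *Tnfrsf18* had 44.8 ± 2.49 in naive cells and 309 ± 4.62, 505 ± 43.1 and 225 ± 11.6. *Lilrb4*, *Tnfrsf9*, *Il2ra*, *Itga7* and *Tnfrsf18* overlap other annotated genes, with which reads could be shared. From these differences between effector and naive cells, the paper states that the receptors were highly expressed on all effector Th subsets, in its search for cell surface markers of memory-precursor cells.

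**Figure D2:**
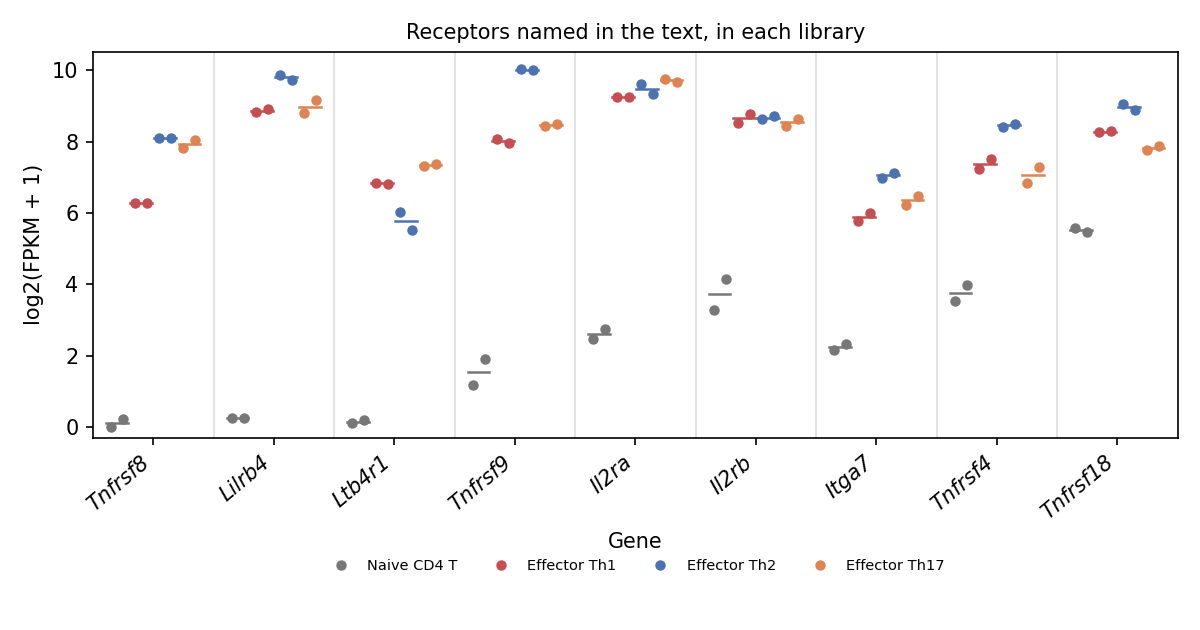
Expression of the 9 receptors on the log2(FPKM + 1) scale. Points are the 2 libraries of each group and lines are their means; for each gene, all 6 effector libraries lie above both naive libraries.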

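Across all genes tested, 3790 genes were higher and 3750 lower in Th1 cells than in naive cells at an adjusted p-value under 0.05 (limma). In Th2 cells 3560 genes were higher and 4335 lower, and in Th17 cells 4197 were higher and 3337 lower. With the replicate number as a block, the numbers were 4107 and 4170 for Th1, 3859 and 4709 for Th2, and 4538 and 3688 for Th17 (correlations of the replicate differences 0.138 to 0.294). The split between higher and lower calls depends on the scaling. In Th2 cells 45.1% of the calls were higher as deposited and 55.1% after median scaling. With quantile normalization, 3538 genes were higher and 4192 lower in Th17 cells, a change from 55.7% to 45.8% of the calls, and 3412 were higher and 4217 lower in Th1 cells, a change from 50.3% to 44.7%.

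A gene was counted as higher in all 3 subsets when it passed this threshold with a log2(FPKM + 1) difference of at least 1 in each of the 3 comparisons. This held for 1390 genes, and with the replicate block for 1393, among them the same 1390. The paper's text does not name a cutoff or the way in which genes were classified as receptors. Receptors were therefore defined here by the symbols of receptor families, which gave 219 genes, of which 123 were tested. The definition covers the families of the 9 named receptors and lists some receptors singly, such as *Icos* and *Ctla4*. Of these, 30 were higher in all 3 subsets, including all 9 receptors named in the text, and the same 30 were counted with the replicate block. The number changed most when no fold threshold was set, to 45. The first 5 genes, ranked by the smallest of the 3 differences, were *Lilrb4*, *Il2ra*, *Tnfrsf9*, *Tnfrsf8* and *Ltb4r1*.

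**Figure D3:**
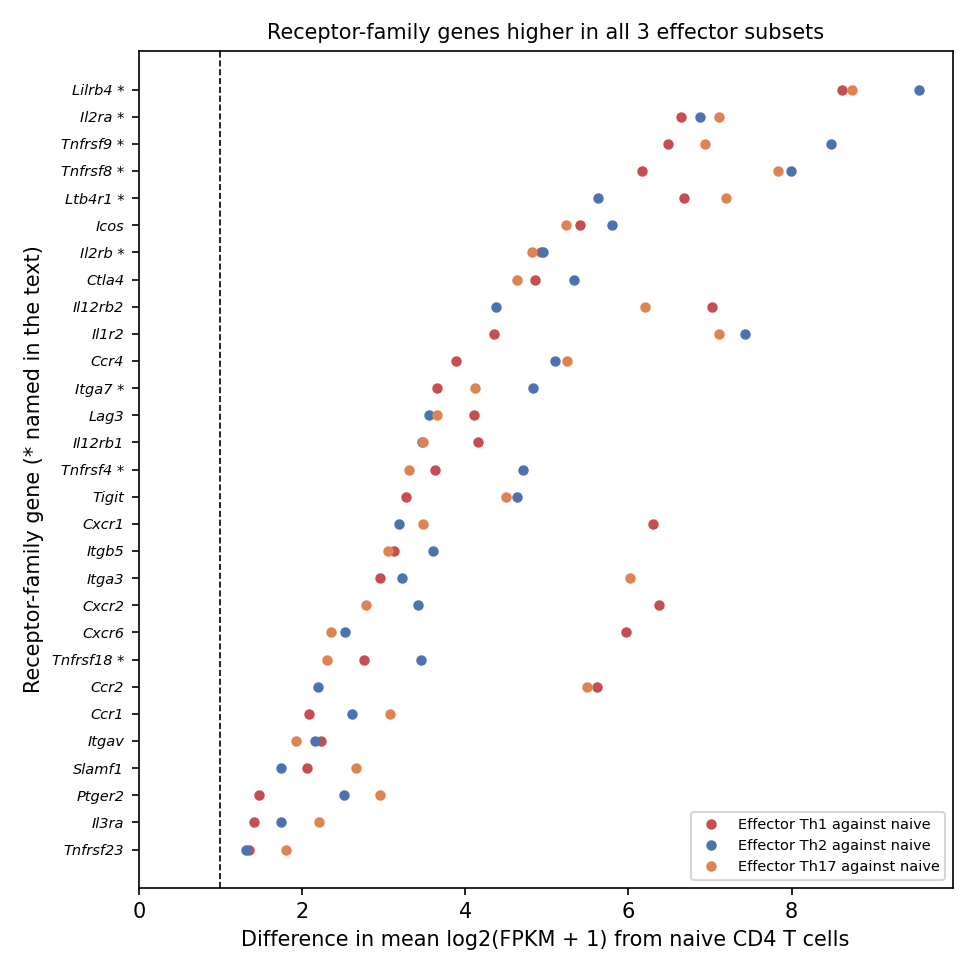
Receptor-family genes that were higher in all 3 effector subsets, 29 of the 30, ranked by the smallest of their 3 differences in mean log2(FPKM + 1) from naive cells. Points are the differences for Th1, Th2 and Th17, the dashed line marks the threshold of 1, and an asterisk marks the 9 receptors named in the text.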

Flow cytometry analysis showed that effector Th1 and Th17 cells exhibited striking heterogeneity in the expression of TNFRSF8 (CD30); whereas, LILRB4 (CD85k), leukotriene B4 receptor 1 (LTB4R1), TNFRSF9 (CD137), IL-2Rα (CD25), IL-2Rβ (CD122), Integrin alpha 7 (ITGA7), TNFRSF4 (OX40), and TNFRSF18 (GITR) were uniformly expressed on all Th cells (Supplemental Figures 1C,D). We found that the CD30-expressing CD4 T cells gradually appeared between 2 and 4 days after stimulation (Supplemental Figure 1E), and that CD30 molecules were heterogeneously expressed on Th1 and Th17 cells. We considered the possibility that CD30 expression could be used for the distinction between short-lived effector Th cells and long-lived memory Th cell precursors.

To test this possibility, we decided to examine if there were any different abilities of CD30^hi^ and CD30^lo^ effector Th cells to generate memory Th cells by using an adoptive transfer system (51). CD30^hi^ and CD30^lo^ effector Th1 cells with ovalbumin (OVA) peptide antigen-specific TCR (DO11.10 Tg mice) were prepared *in vitro*, isolated by cell sorting and each cell type was separately transferred into the syngeneic BALB/c mice (Supplemental Figure 1F). One month later, we examined the frequency of transferred Th1 cells using anti-DO11.10 TCR antibody (clone: KJ1.26). We found that the number of CD4^+^KJ1.26^+^ memory Th1 cells in various organs (lung, liver, spleen and mesenteric lymph nodes [MLNs]) was much higher in the mice transferred with effector CD30^hi^ Th1 cells than the mice with effector CD30^lo^ Th1 cells (Figure 1A). The same results were obtained in the case of using CD30^hi^ and CD30^lo^ Th17 cells (Figure 1B). We next examined the function of CD4^+^KJ1.26^+^ memory Th1 and Th17 cells by stimulating them *in vitro* to detect their cytokine productions (Figure 1C). The frequencies of IFNγ-producing memory Th1 cells and IL-17A-producing memory Th17 cells were significantly reduced in the cells derived from CD30^lo^ effector Th cells as compared to CD30hi effector Th cells. These results indicate that CD30^hi^ effector Th cells are more susceptible to become memory Th cells than CD30^lo^ effector Th cells, and that the precursors of memory Th1 and Th17 cells appear to be enriched in the population of CD30^hi^ effector Th cells.

**Figure 1:**
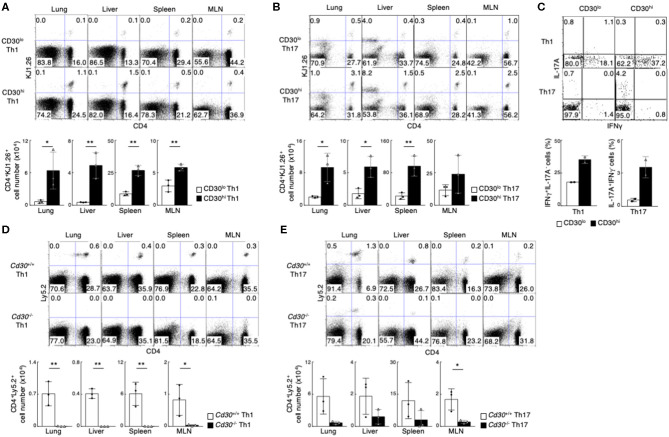
Preferential generation of memory Th1 and Th17 cells from effector CD30^hi^ Th cells. **(A**,**B)** *in vitro*-differentiated DO11.10 Tg CD30^hi^, or CD30^lo^ Th1 **(A)** or Th17 **(B)** cells (5 × 10^6^) were transferred into BALB/c mice, and the mice were analyzed 1 month later (the protocol shown in Supplemental Figure 1F). Representative CD4/KJ1.26 profiles of the transferred cells in the lung, liver, spleen, and mesenteric lymph node (MLN) (upper panels) and the absolute cell numbers of CD4^+^KJ1.26^+^ transferred cells in three individual animals are shown (lower panels). Data are representative of three independent experiments. **(C)** Cytokine profiles of splenic CD4^+^KJ1.26^+^ memory Th1 and Th17 cells recovered from the host mice as in **(A,B)** are shown. Whole splenocytes were restimulated with PMA + Ionomycin for 4 h in the presence of monensin, and performed intracellular staining to detect the indicated cytokines. **(D,E)** *in vitro*-differentiated Th1 **(D)** or Th17 **(E)** cells (3 × 10^7^) from OTII Tg *Cd30*^+/+^ *or Cd30*^−/−^ mice (Ly5.2) were transferred into Ly5.1 mice and analyzed 1 month later (the protocol shown in Supplemental Figure 1F). Representative CD4/Ly5.2 profiles of the transferred cells in the indicated tissues (upper panels) and the absolute cell numbers of CD4^+^Ly5.2^+^ transferred cells are shown (lower panels). Data are representative of at least two independent experiments. Mean values with SDs (*n* = 3) are shown (**P < 0.01, *P < 0.05).

### CD30-Deficient Effector Th Cells Failed in the Generation of Memory Th Cell

We further examined whether CD30 expression itself is important for memory Th cell generation. For this purpose, we used CD4 T cells from OTII TCR Tg *Cd30*^−/−^ (Ly5.2) and *Cd30*^+/+^ (C57BL/6, Ly5.2) mice. *In vitro* differentiated *Cd30*-deficient and *Cd30*-sufficient Th1 or Th17 cells expressing OTII TCR were adoptively transferred into Ly5.1 host mice (Supplemental Figure 1G), and these mice were analyzed 1 month later. We found that memory Th1 and Th17 cell generation in the mice transferred with *Cd30*-deficient effector Th cells was diminished (Figures 1D,E). These data demonstrate that CD30 expression on Th cells is required for the generation of memory Th1 and Th17 cells.

### TG2 Is Induced by CD30-Mediated Signaling in Th Cells

To identify the molecules that were differentially expressed in CD30^hi^ and CD30^lo^ effector Th1 and Th17 cells, we next performed a microarray analysis and compared gene expression between CD30^hi^ and CD30^lo^ effector Th cells. We found that 175 genes were differentially expressed between CD30^hi^ and CD30^lo^ Th1 cells, and 607 genes were differentially expressed between CD30^hi^ and CD30^lo^ Th17 cells. Among them, 10 genes were commonly shared in both cases; 7 out of 10 genes had higher expression and 3 genes had lower expression in CD30^hi^ cells than in CD30^lo^ cells (Figure 2A, Supplemental Figure 2A). Further, we confirmed mRNA expression of these genes between CD30^hi^ and CD30^lo^ effector Th1 and Th17 cells by quantitative RT-PCR (Figure 2B, Supplemental Figure 2B). Since CD30 is known as a receptor that can signal, we next examined whether the expression of these 10 genes was directly regulated by CD30-mediated signaling. To do so, *in vitro* differentiated Th1 or Th17 cells were stimulated with soluble recombinant mouse CD153 (rmCD153), the CD30 ligand, for 4 days, and mRNA expression of these genes was analyzed (Supplemental Figure 2C). We found that rmCD153 stimulation increased the mRNA expression of *Tgm2, Musculin* (*Msc*), *serine peptidase inhibitor, clade F, member 1* (*Serpinf1*), and *Basic leucine zipper transcription factor, ATF-like3* (*Batf3*), in both Th1 and Th17 cells (Figure 2C, Supplemental Figure 2D). Among them, *Tgm2* expression was remarkably increased approximately 8- and 6-fold change in Th1 and Th17 cells, respectively; we therefore decided to analyze in more detail the function of TG2 (encoded by *Tgm2*) in the generation of memory Th1 and Th17 cells.

**Figure 2:**
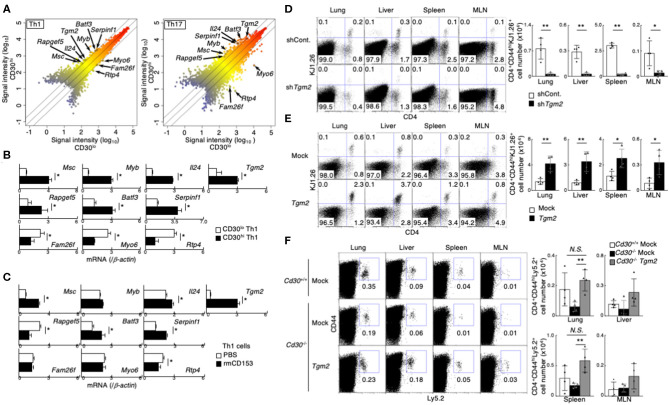
Importance of CD30 signaling-induced Transglutaminase 2 (TG2) expression on memory Th1 and Th17 cell generation. **(A)** Scatterplot showing the correlation of gene expression in cDNA microarray analysis between CD30^hi^ vs. CD30^lo^ cells in Th1 (left) and Th17 (right) cells. Signal intensities (log_10_) are shown. Differentially expressed genes were selected using the following criteria: (1) signal “present” call and (2) signal intensity >= 300 for higher expressed genes. (3) 2-1.5-fold change in gene expression. **(B)** mRNA expression of the indicated genes between CD30^hi^ and CD30^lo^ Th1 cells by qRT-PCR. Mean values with SDs are shown (*P < 0.01). **(C)** mRNA expression of the indicated genes after recombinant mouse CD153 stimulation. Naïve CD4 T cells were cultured under Th1 cell conditions for 24 h and the cells were treated with or without recombinant mouse CD153 (the protocol shown in Supplemental Figure 2C). Mean values with SDs are shown (*P < 0.01). **(D,E)** Effects of TG2 knockdown **(D)** and overexpression **(E)** on the generation of memory Th cells. DO11.10 Tg Th1 cells (the protocol shown in Supplemental Figure 2E). TG2 knockdown **(D)** and overexpressed **(E)** cells transferred into the host mice were detected based on their CD4 and KJ1.26 expression (left panels), and the absolute cell numbers of CD4^+^CD44^hi^KJ1.26^+^ transferred cells are shown (right panels). Mean values with SDs (*n* = 4) are shown (**P < 0.01, *P < 0.05). Data are representative of at least two independent experiments. **(F)** *Tgm2* or Mock retrovirus-transduced Ly5.2 *Cd30* sufficient or deficient Th1 cells (5 × 10^6^) were transferred into Ly5.1 mice, and these mice were analyzed 1 week later as shown in Supplemental Figure 2E. A representative Ly5.2/CD44 profile of the transferred CD4 T cells in the indicated tissues (left panels) and the absolute cell numbers of CD4^+^CD44^hi^Ly5.2^+^ transferred cells (right panels) are shown. Mean values with SDs (*n* = 4) are shown (**P < 0.01, *P < 0.05). Data are representative of at least two independent experiments.

### TG2 Is Important for Memory Th Cell Generation

To determine whether TG2, encoded by *Tgm2* gene, is involved in memory Th generation, we made TG2-knockdown Th1 cells by retrovirally introducing short hairpin RNA (shRNA) specific for *Tgm2*. TG2-knockdown Th1 cells were isolated by cell sorting based on their GFP reporter expression, and then were transferred into BALB/c *nu/nu* mice (Supplemental Figures 2E,F). One week after the transfer, we assessed the number of CD4^+^CD44^hi^KJ1.26^+^ effector Th1 cells in various tissues. Notably, the number of TG2-knockdown Th1 cells was significantly decreased compared to that of control shRNA-transduced Th1 cells in all tissues that we examined (Figure 2D).

We next examined the impact of overexpression of TG2 on memory Th cell generation. TG2 was retrovirally introduced into *in vitro*-differentiated effector Th1 cells, the TG2-introduced Th cells were isolated based on the expression of human nerve growth factor receptor (hNGFR), and then transferred into BALB/c *nu/nu* mice (Supplemental Figures 2E,G). We found that the TG2-overexpresing Th1 cells increased cell recovery in the host mice (Figure 2E), indicating that TG2 is important in memory Th1 cell generation.

### TG2 Overexpression Rescues Memory Th Cell Generation of Cd30-Deficient Th Cells

We next examined whether the impairment of memory Th cell generation in *Cd30*-deficiency can be restored by the over expression of TG2. To do so, *Tgm2* or mock retrovirus-transduced *Cd30*-sufficient or *Cd30*-deficient Th1 cells were transferred into Ly5.1 mice, and the mice were analyzed a week later. Notably, we found that overexpression of TG2 in *Cd30*-deficient Th1 cells significantly improved their recovery in the lung and spleen (Figure 2F), demonstrating that TG2 plays an important role for memory Th1 cell generation. These results indicate that TG2 is a downstream target molecule of CD30 signaling, and that the CD30-TG2 axis is critical for the generation of memory Th cells.

### TG2 Is Required for the Generation of Memory Th1 and Th17 Cells

To clarify the role of TG2 in memory Th cell generation *in vivo*, we next used *Tgm2*^−/−^ mice in which the TGase catalytic core domain was deleted (41). *Tgm2*^−/−^ mice had normal CD4/CD8 thymocyte and splenocyte profiles (Supplemental Figure 3A), with comparable cell-surface expression of CD3ε, TCRβ, CD25, CD122, CD44, CD62L, and CD69 on splenic CD4 T cells (Supplemental Figure 3B). *In vitro* antigen-induced cell division of *Tgm2-*deficient Th cells under Th1 and Th17 cell conditions was similar to that of WT Th cells (Supplemental Figure 3C), and *in vitro* differentiation to Th1 and Th17 cells was comparable between *Tgm2-*deficient and -sufficient cells (Supplemental Figure 3D). Given these findings, *Tgm2-*deficient CD4 T cells appear to develop normally in the thymus and have no obvious defects in effector Th cell differentiation *in vitro*. We then prepared *in vitro*-differentiated Ly5.1 OTII Tg *Tgm2*-sufficient and -deficient effector Th1 and Th17 cells, separately transferred them into syngeneic C57BL/6 (Ly5.2) mice, and then analyzed the mice 1 month later (Supplemental Figure 3E). Of note, the number of CD4^+^Ly5.1^+^ memory Th cells was substantially lower in the mice given *Tgm2*-deficient effector Th1 or Th17 cells than in the mice given *Tgm2*-sufficient effector Th cells (Figures 3A,B). These results indicate that TG2 expression is required for the optimal generation of memory Th1 and Th17 cells.

**Figure 3:**
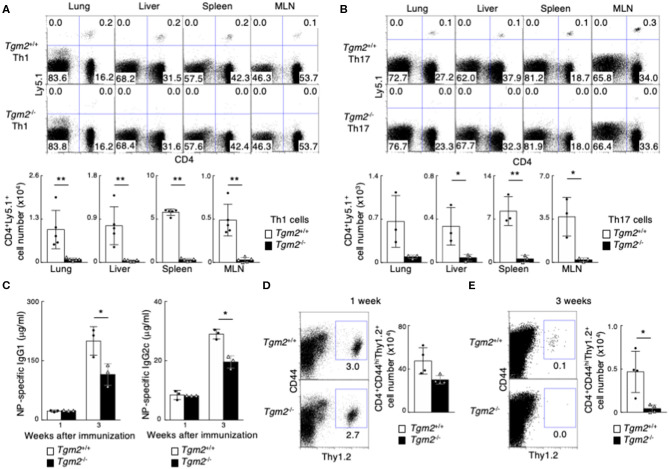
Failure of memory Th1 and Th17 cell generation in the absence of TG2. **(A,B)** *in vitro*-differentiated Th1 **(A)** or Th17 **(B)** cells (3 × 10^7^) from Ly5.1 OTII Tg *Tgm2*^+/+^ or *Tgm2*^−/−^ mice were transferred into C57BL/6 (Ly5.2) host mice, and these mice were analyzed 1 month later, as described in Supplemental Figure 3E. Representative CD4/Ly5.1 profiles of the transferred cells in the indicated tissues (upper panels) and the absolute cell numbers of CD4^+^Ly5.1^+^ transferred cells are shown (lower panels). Mean values with SDs (*n* = 3–5) are shown (**P < 0.01, *P < 0.05). Data are representative of at least two independent experiments. **(C–E)** Thy1.2 splenic CD4 T cells (1 × 10^6^) isolated from OTII Tg *Tgm2*^+/+^ or *Tgm2*^−/−^ mice were transferred into Thy1.1 C57BL/6 mice, and the mice were immunized with 100 μg NP-OVA in CFA, as described in Supplemental Figure 3H. **(C)** Concentrations of anti-NP-IgG1 and anti-NP-IgG2c antibodies in sera at each time point after the immunization was analyzed by ELISA assays. Mean values with SDs (*n* = 3) are shown (*P < 0.05). **(D,E)** Representative Thy1.2/CD44 profiles of the transferred cells in the spleen (left panels) and the absolute cell numbers of CD4^+^CD44^hi^Thy1.2^+^ transferred cells (right panels) 1 week **(D)** or 3 weeks **(E)** after cell transfer are shown. Mean values with SDs (*n* = 4) are shown (*P < 0.05).

In contrast to the expression of CD30 on effector Th1 and Th17 cells, effector Th2 cells uniformly expressed CD30 (Supplemental Figure 1C). We also found that effector Th2 cells expressed more *Tgm2* mRNA than CD30^low^ Th1 and Th17 cells, and the expression level of *Tgm2* in effector Th2 cells was almost equivalent to that in CD30^hi^ effector Th1 or Th17 cells (Supplemental Figures 2B,H, Figure 2B). Interestingly, *Tgm2*-deficiency in Th2 cells did not influence the number of memory Th2 cells in our experimental systems (Supplemental Figures 3F,G), indicating that TG2 is not involved in the generation of memory Th2 cells.

### TG2 Is Required for the Acquired Immune Response *in vivo*

To further evaluate the role of TG2 in memory Th cell generation, we next examined *in vivo* immune responses in the mice with *Tgm2*-deficient CD4 T cells compared to the mice with *Tgm2*-sufficient WT CD4 T cells. We transferred Thy1.2 OTII *Tgm2*-sufficient or -deficient CD4 T cells into congenic Thy1.1 host mice, and then the mice were immunized with NP_19_-coupled OVA plus CFA to generate memory Th cells *in vivo* (25) (Supplemental Figure 3H). The concentration of antigen-specific IgG1 and IgG2c antibodies in sera 1 week after immunization was comparable between both mice; however, the mice with *Tgm2*-deficient cells showed significantly lower amounts of antigen-specific antibody in sera 3 weeks after immunization (Figure 3C), with a decreased number of *Tgm2*-deficient effector CD4 T cells in the spleen, 3 weeks after immunization (Figures 3D,E). These results therefore indicate that TG2 is required for memory Th cell generation and plays important roles in the *in vivo* production of antigen-specific antibodies.

### Memory Th17-Driven Allergic Airway Inflammation Is Attenuated in Mice With Tgm2 Deficient Th17 Cells

We investigated TG2 function in memory Th17-dependent allergic airway inflammation, which is known to be associated with increased airway hyperreactivity, increased airway neutrophils, and mucous cell metaplasia in airway epithelial cells (52). *In vitro*-differentiated OTII Tg *Tgm2*-sufficient or -deficient effector Th17 cells were transferred into C57BL/6 mice, and 3 weeks later these mice were challenged with intranasal administration of OVA to induce airway inflammation (Supplemental Figure 4A). Methacholine-induced airway hyperresponsiveness (AHR) was significantly decreased in the mice with *Tgm2*-deficient Th17 cells compared to the mice with *Tgm2*-sufficient WT Th17 cells (Figure 4A). The total number of infiltrating leukocytes and neutrophils in the bronchoalveolar lavage (BAL) fluid was also decreased in the mice with *Tgm2*-deficient Th17 cells compared to the mice with *Tgm2*-sufficient WT Th17 cells (Figure 4B). The amounts of IL-17A and IL-1β in the BAL fluid were significantly decreased in the mice with *Tgm2*-deficient Th17 cells compared to the mice with *Tgm2*-sufficient WT Th17 cells, whereas the amount of IL-6 was comparable in the both mice (Figure 4C). Furthermore, the mice with *Tgm2*-deficient Th17 cells showed diminished infiltration of mononuclear cells in the peribronchiolar and perivascular regions of the lungs (Figure 4D), and less mRNA expression of *Muc5ac, Muc5b*, and *Gob5*, which are molecular markers for mucus production and goblet cell hyperplasia, than the mice with *Tgm2*-sufficient WT Th17 cells (Figure 4E). These results indicate that *Tgm2*-deficiency in effector Th17 cells results in impaired antigen-specific recall inflammatory responses.

**Figure 4:**
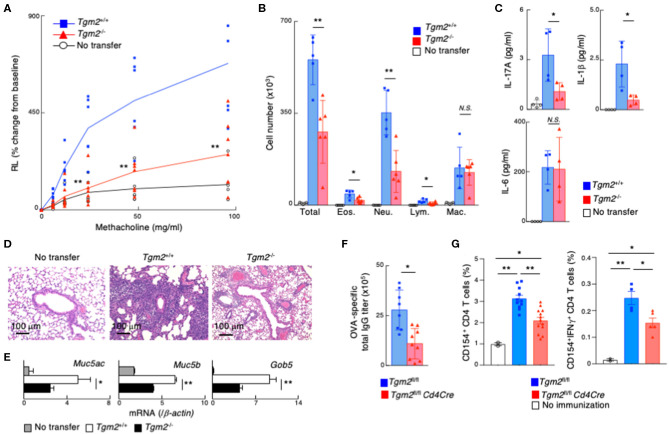
Impairment of memory Th17-driven allergic airway inflammation and antibody production in mice with TG2 deficient T cells. **(A–E)** *in vitro-*differentiated OTII Tg *Tgm2*^+/+^ or *Tgm2*^−/−^ Th17 cells (1 × 10^7^) were transferred into C57BL/6 mice, and 3 weeks later, the mice were challenged intranasally with OVA for three consecutive days (the protocol described in Supplemental Figure 4A). **(A)** AHR in response to increasing doses of methacholine was assessed 1 day after the last OVA challenges. Mean values with SDs (*n* = 6–7) are shown. **(B)** The number of total infiltrated mononuclear cells (Total), eosinophils (Eos.), neutrophils (Neu.), lymphocytes (Lym.), and macrophages (Mac.) in the BAL fluid. Mean values with SDs (*n* = 5) are shown. **(C)** The concentrations of IL-17A, IL-1β, and IL-6 in the BAL fluid measured by a cytometric bead array (CBA). Mean values with SDs (*n* = 4) are shown. **(D)** Histological analysis (H&E staining) of the lung. **(E)** *Muc5ac, Muc5b*, and *Gob5* mRNA expressions in the lung. **(F,G)** Mice were immunized with 100 μg OVA plus 10 μg LPS twice at an interval of 2 weeks, and the blood samples were taken 4 weeks after the last immunization **(F)**. The splenocytes were stimulated with whole OVA *in vitro* for 4 h and analyzed the frequencies of CD154^+^ cells and CD154^+^IFNγ^+^ cells **(G)** (the protocol described in Supplemental Figure 4C) (*n* = 5–7). Data are representative of at least two independent experiments (**P < 0.01, *P < 0.05).

### TG2 Is Crucial for Memory Th Cell Generation *in vivo*

Finally, we assessed the role of TG2 on *in vivo* memory Th cell generation in non-adoptive transfer experimental models. To do so, we generated *Tgm2*^fl/fl^ *Cd4Cre* mice that lack the *Tgm2* gene specifically in T cells. CD4/CD8 profiles of thymocytes and splenocytes from *Tgm2*^fl/fl^ *Cd4Cre* mice were normal, with comparable cell-surface expression of CD3ε, TCRβ, CD25, CD122, CD44, CD62L, and CD69 on splenic CD4 T cells (Supplemental Figure 4B). *Tgm2*^fl/fl^ *Cd4Cre* mice were immunized with OVA plus LPS twice and the mice were analyzed 4 weeks after the last immunization (Supplemental Figure 4C). The production of antigen-specific total IgG antibodies in sera was significantly lower in *Tgm2*^fl/fl^ *Cd4Cre* mice than control *Tgm2*^fl/fl^ mice (Figure 4F). To detect antigen-specific memory CD4T cells, we stimulated splenocytes with OVA antigen *in vitro* for 4 h and analyzed CD40 ligand (CD40L, CD154) expression (49). The frequency of CD40L expressing splenic CD4 T cells as well as IFNγ producing CD40L-expressing CD4 T cells after OVA stimulation was significantly lower in *Tgm2*^fl/fl^ *Cd4Cre* mice than control *Tgm2*^fl/fl^ mice (Figure 4G, Supplemental Figure 4D), demonstrating the decreased number of antigen-specific memory T cells in *Tgm2*^fl/fl^ *Cd4Cre* mice. These results indicate that TG2 is required for *in vivo* memory Th cell generation.

## Discussion

In the present study, we showed that CD30-TG2 axis plays a critical role in the generation of memory Th1 and Th17 cells. *Cd30*-deficient effector Th1 and Th17 cells failed to efficiently generate memory Th1 and Th17 cells, whereas overexpression of TG2 in *Cd30*-deficient effector Th cells restored memory Th1 and Th17 cell generation. We found that *Tgm2* mRNA was highly expressed in CD30^hi^ effector Th cells and that *Tgm2* expression was induced by CD30 signaling. Furthermore, the loss of TG2 resulted in a failure to generate memory Th cells *in vivo* and in a decrease in the levels of antigen-specific antibodies. In addition, *Tgm2*-deficiency resulted in impaired inflammatory responses in a Th17-mediated airway inflammation model, and impaired antigen-specific antibody production. Thus, the CD30-TG2 axis is essential for the optimal generation of memory Th1 and Th17 cells.

It was previously reported that CD30 signaling is required for memory T cell generation (53–55), in which CD30- and OX40-dependent signals synergistically play important roles in the generation of memory Th cells through cell-cell interaction. However, how CD30 signaling contributes to memory Th cell generation was not addressed. Our study identifies that TG2 is the downstream molecule that is induced by CD30 signaling during immune responses, and that TG2 expression is essential for memory Th cell generation.

TG2 is ubiquitously expressed in numerous tissues and is also broadly distributed in cell organelles, including cytoplasmic portion, nuclear membrane, mitochondria, and extracellular matrix components (56–59). TG2 is a multifunctional enzyme with protein cross-linking activities and also works as a GTPase (60, 61). Thus, TG2 is implicated in the control of a variety of cellular processes, including signal transduction, cell adhesion and spreading, wound healing, anti- and pro-apoptosis, and bone ossification (59, 62, 63). A recent study has reported that *Tgm2*-deficiency in CD8 T cells causes down-regulation of IL-7Rα, which is important for maintenance of memory CD8 T cells (64). Interestingly, it has been also reported that there is a correlation between TG2 expression and malignancy of cancer cells, and that TG2 is one of the target genes of hypoxia-inducible factor (23)-1α, which is a transcription factor induced under hypoxic conditions (65). In fact, overexpression of TG2 in a tumor cell line under hypoxic conditions significantly increases the number of cells compared to controls (66). During antigen recognition and T cell expansion, effector T cells also experience hypoxic conditions (67). Thus, effector Th cells, which acquire TG2 expression through the CD30-signaling pathway, may selectively survive and preferentially become memory Th cells.

We found that TG2 was involved in the generation of memory Th1 and Th17 cells but not memory Th2 cells. Both Th1 and Th17 cells are involved in the pathogenesis in chronic inflammation such as experimental autoimmune encephalomyelitis; therefore, it may be reasonable to have a common mechanism for generating memory Th1 and Th17 cells. In contrast, it is also known that Th1 and Th2 cells strongly antagonize the proliferation and differentiation of each other (1, 68). We assume that the immune system may utilize a different mechanism in the generation of memory Th2 cells from that of memory Th1/Th17 cells.

In summary, we have identified CD30 as a functional cell-surface molecule in effector Th cells to induce TG2 expression and facilitate the generation of memory Th1 and Th17 cells. CD30 can be used as a cell surface marker to identify a memory precursor population in effector Th1 and Th17 cells. The CD30-TG2 axis plays an important role in the generation of memory Th1 and Th17 cells, and secondary immune responses such as antigen-specific antibody production and Th17-mediated allergic airway inflammation. Thus, our findings provide new insights into the molecular mechanisms that govern memory Th cell generation and define TG2 as a novel therapeutic target for the treatment of Th17-mediated chronic airway inflammation.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE151301; https://www.ncbi.nlm.nih.gov/geo/, GSE151691.

## Ethics Statement

The animal study was reviewed and approved by Chiba University.

## Author Contributions

AS and RY designed and did experiments and analyzed data. CI, KS, AO, KH, DT, RK-N, and SM did experiments and analyzed data. AS, RY, and MK interpreted the data and wrote the manuscript. SI and RG provided the mice and helpful discussion. TN directed the study, interpreted the data, and edited the manuscript. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest. The reviewer LP declared a past co-authorship with one of the authors MK to the handling Editor.

# Supplementary material for: Essential Role for CD30-Transglutaminase 2 Axis in Memory Th1 and Th17 Cell Generation
**Source:** Front Immunol. 2020 Jul 21;11:1536. doi: 10.3389/fimmu.2020.01536
**Supplement:** Supplementary file 5

**Supplemental Table 1**

| Antibody                                      | Clone        |
|-----------------------------------------------|--------------|
| Anti-mouse CD3e                               | 145-2C11     |
| Anti-mouse CD4                                | RM4-5        |
| Anti-mouse CD8a                               | 53-6.7       |
| Anti-mouse CD25                               | 3C7          |
| Anti-mouse CD30                               | mCD30.1      |
| Anti-mouse CD44                               | IM7          |
| Anti-mouse CD45.1 (Ly5.1)                     | A20          |
| Anti-mouse CD45.2 (Ly5.2)                     | 104          |
| Anti-mouse CD62L                              | MEL-14       |
| Anti-mouse CD69                               | H1.2F3       |
| Anti-mouse CD85k                              | ZM4.1        |
| Anti-mouse CD90.1 (Thy1.1)                    | OX-7         |
| Anti-mouse CD90.2 (Thy1.2)                    | 30-H12       |
| Anti-mouse CD122                              | TM-b1        |
| Anti-mouse CD137                              | 1AH2         |
| Anti-mouse CD153                              | RM153        |
| Anti-mouse CD154                              | MR1          |
| Anti-mouse CD357 (GITR)                       | DTA-1        |
| Anti-mouse Integrin $\alpha 7$ (ITGA7)        | FAB3518      |
| Anti-mouse TCR DO11.10                        | KJ1.26       |
| Anti-mouse Leukotriene B4 receptor 1 (LTB4R1) | Polyclonal   |
| Anti-mouse CD134 (OX40)                       | OX-86        |
| Anti-mouse TCR $\beta$                        | H57-597      |
| Anti-human CD271 (NGFR)                       | ME20.4       |
| Anti-mouse IL-4                               | 11B11        |
| Anti-mouse IL-17A                             | TC11-18H10.1 |
| Anti-mouse IFN- $\gamma$                      | XMG1.2       |

# Supplementary material for: Essential Role for CD30-Transglutaminase 2 Axis in Memory Th1 and Th17 Cell Generation
**Source:** Front Immunol. 2020 Jul 21;11:1536. doi: 10.3389/fimmu.2020.01536
**Supplement:** Supplementary file 6

Supplemental Table 2

| Primer         | Sequence                  | Probe |
|----------------|---------------------------|-------|
| β-Actin-L      | ctaaggccaaccgtgaaaag      | #64   |
| β-Actin-R      | accagaggcatacagggaaca     |       |
| Batf3-L        | agaaggctgacaagctccac      | #1    |
| Batf3-R        | ccttcagcttcgaaatctcc      |       |
| Fam26f-L       | agcctggtagaccctactgac     | #7    |
| Fam26f-R       | actggaacaccactgaggaga     |       |
| Clca1 (Gob5)-L | aggaaaacccaagcagtg        | #46   |
| Clca1 (Gob5)-R | gcaccgacgaactgatttt       |       |
| Il24-L         | agaaccagccacctcacac       | #75   |
| Il24-R         | gtgttgaagaaaggccagt       |       |
| Rapgef5-L      | ctgcaggactaaccagtttg      | #68   |
| Rapgef5-R      | tggttgacataggacttcagctc   |       |
| Rtp4-L         | gcaccagcagacagtgctt       | #47   |
| Rtp4-R         | cctgagcagaggccaactt       |       |
| Muc5ac-L       | acttcaacggcagtcacaaa      | #55   |
| Muc5ac-R       | ctcaaggggtgtcagcctaa      |       |
| Muc5b-L        | accgtcacttgcctatcaaag     | #92   |
| Muc5b-R        | gtagtgtgagtgcacctc        |       |
| Msc-L          | agctttccaaactggacacg      | #11   |
| Msc-R          | gtccagagaccacgaatgg       |       |
| Myb-L          | tgtcaacagagaacgagctga     | #40   |
| Myb-R          | gctgcaagtgtggttctgtg      |       |
| Myo6-L         | gatgctctaattggccaaaattaag | #32   |
| Myo6-R         | ttaacaagtgcatactctttctgt  |       |
| Serpinf1-L     | ggactctgatctcaactgcaag    | #4    |
| Serpinf1-R     | aagttctgggtcacggtcag      |       |
| Tgm2-L         | ctcacgttcggtgctgtg        | #34   |
| Tgm2-R         | tccctcctccacattgtca       |       |

How the deposited data were processed for this re-analysis (not part of the article)

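RNA sequencing of naive CD4 T cells and of effector Th1, Th2 and Th17 cells was re-analysed, with 2 libraries in each of the 4 groups. The condition and the replicate number of each library were taken from the sample labels and the methods. The authors aligned the reads to mm10 with Bowtie and TopHat, computed FPKM per gene with Cufflinks, and deposited FPKM with its confidence interval and an estimation status for each library. The gene annotation they used is not named in the text. Of 20870 genes compared by position with the RefSeq genes of GRCm38, 98.61% overlapped the gene of the same symbol. The flow cytometry, microarray, quantitative RT-PCR and mouse experiments were not analysed here.

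Rows that share a gene symbol were summed, giving 23284 genes. FPKM values were tested on the log2 scale after adding a pseudocount of 1, and the genes tested were the 11198 with a mean FPKM of at least 1 over the 8 libraries. One linear model with the 4 group means was fitted with limma (version 3.58.1 in R 4.3.3, lmFit and eBayes with a mean-variance trend). All 8 libraries share one estimate of the spread, since 2 libraries per group leave few degrees of freedom. The tests were two-sided, the p-values were adjusted by the Benjamini-Hochberg method over the genes tested, and the threshold was an adjusted p-value under 0.05. Tables were prepared with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6. On simulated values for 11198 genes, with 400 genes changed by 2 on the log2 scale, the model recovered 97.75% to 98% of the changed genes and 3.46% to 5.33% of its calls were false. The simulated errors were normal and independent between libraries, whereas real libraries with the same replicate number deviated together. In the real data 7534 to 7895 genes were called against naive cells. The simulated rates are therefore not the error rates of the reported calls.

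Depth was estimated from the confidence intervals, on the assumption that their width reflects counting error. The implied number of fragments per library was 14463466 to 21058286. These estimates were used for depth and for an alternative test only, and the precision they give covers counting error only. With 2 libraries per group, an SD is itself a rough estimate.

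The pairing of libraries comes from the replicate numbers in the sample labels. Whether same-numbered libraries were cultured together is not stated there. The fit with the replicate number as a block is given beside the fit without it.

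Genes named in the text were chosen from a list given by a rule set before the data were examined. The list holds the 9 receptors the paper names, the 10 genes of its microarray comparison, the lineage, naive and memory markers, and *Tnfsf8*. It further holds the 10 receptor-family genes with the largest smallest difference among those higher in all 3 subsets and in every effector library than in both naive libraries, and the 5 genes of any family ranked in this way. Cell type markers from a list fixed in the same way are named where a source of RNA is tested. *Mpo*, *Elane*, the other neutrophil and myeloid precursor genes, and *Cxcr2* are outside the rule and were added after the data were seen. *Cd8a* and *Cd8b1* are cell type markers of the list that are named without a test of their source. Some of the genes that the rule selected are not reported here. Receptor families were set by gene symbol (tumor necrosis factor receptor superfamily, interleukin, interferon, chemokine, integrin, natural killer cell lectin-like and other families). Some receptors were listed as single genes, among them *Icos*, *Ctla4*, *Lag3* and *Tigit*.

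The alternatives were a pseudocount of 0.1, no filter or another filter on low values, median scaling, quantile normalization, a fit of only the 2 groups compared, no mean-variance trend, the replicate block, another treatment of repeated symbols, other fold thresholds, another definition of receptor, and each library left out. Added after the data were seen were a test of the implied fragment numbers with voom, a limit to genes with an estimation status of OK in every library, a correction for GC content and transcript length with and without the replicate block, and a filter on low values for the count without a test.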

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

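The tests of scaling, mislabelled libraries, a few genes taking most of the counts and antigen-presenting cells in this part, and all tests of the further receptors, were chosen after the results were seen.

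Expression that differed between effector subsets drew attention in 20 of the 23 genes examined (the 9 receptors, the 10 genes of the microarray comparison, *Ccr7*, *Il7r*, *Cd44* and *Tnfsf8*). The difference between subsets was itself tested (limma), and for each gene the largest log2(FPKM + 1) difference past the threshold is given. Among the receptors, Th1 cells differed from Th2 cells by -1.82 for *Tnfrsf8*, -0.94 for *Lilrb4*, -1.99 for *Tnfrsf9* and -1.17 for *Itga7*. Th17 cells differed from Th2 cells by 1.57 for *Ltb4r1*, -1.39 for *Tnfrsf4* and -1.16 for *Tnfrsf18*. *Il2ra* differed by -0.47 between Th1 and Th17 cells. *Il2rb* had no difference past the threshold.

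Among the genes of the microarray comparison, Th1 cells differed from Th17 cells by -3.09 for *Tgm2* and -1.21 for *Myb*, and from Th2 cells by -1.88 for *Serpinf1*, -1.66 for *Il24* and -1.83 for *Rapgef5*. Th17 cells differed from Th2 cells by 3.13 for *Msc*, 2.07 for *Batf3* and -4.23 for *Myo6*. Among the other genes, Th17 cells differed from Th2 cells by 1.73 for *Cd44*. Th1 cells differed from Th17 cells by -1.97 for *Ccr7* and -2.35 for *Tnfsf8*, and from Th2 cells by 1.59 for *Il7r*.

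Technical explanations were tested on these 20 differences. Under the scaling that kept fewer of them, 19 stayed past the threshold with the same sign. After correction for GC content and transcript length 19 did, and with voom on the implied fragment numbers and with the replicate block 20 did. The difference in *Il2ra* is the exception, with adjusted p-values of 0.0131 to 0.078 (limma) over 13 alternatives, 5 of which were above 0.05 and so failed. Every group holds both replicate numbers, so the replicate block left each difference unchanged and only its p-value could move. Against a mislabelled library, 12 of 12 lineage markers were higher in their subset than in the mean of the other subsets, and 11 were highest in both libraries of their subset, the exception being *Cxcr3*, which was higher in the Th17 libraries than in the Th1 libraries. The 10 largest genes took at most 6.37% of the implied fragments of a library. *Lilrb4* shares sequence with *Gp49a*, with 24.11% of the 50-base words of *Gp49a* transcripts found in its own, so that part of its difference could come from reads of *Gp49a*. For the genes other than *Lilrb4* and *Il2ra*, a candidate explanation is that the culture conditions of the 3 subsets set the level of these mRNAs. This remains a hypothesis, since the subsets were cultured with different cytokines and the cells were not sorted by CD30.

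A signal outside the genes the paper discusses was seen in 21 receptor-family genes that its text does not name and that were higher in all 3 subsets. Among those with the largest smallest difference were *Icos*, *Ctla4*, *Il12rb2*, *Il1r2*, *Ccr4*, *Lag3*, *Il12rb1*, *Tigit* and *Cxcr1*, with an FPKM of 18.3 to 376 in effector libraries and 0 to 6.83 in naive libraries. With quantile normalization 21 of the 21 still met the criterion, as did 21 after correction for GC content and length and 21 with the replicate block. The block could change only the p-values of these genes, not their differences. RNA from the antigen-presenting splenocytes was examined with 17 marker genes of B cells, myeloid cells and dendritic cells. Of these, 0 were at least 2-fold higher in every subset, and 0 at an unadjusted p under 0.05, although 1 was in Th1, 3 in Th2 and 2 in Th17. For 12 of the 17 the count could not be otherwise, since a mean FPKM under 1 in a subset keeps the log2(FPKM + 1) difference under 1. On the FPKM scale, 2 of the 17, *Zbtb46* and *Xcr1*, had at least 2 times the naive mean in every subset, with at most 2 implied fragments in a naive library. These 17 markers leave out the MHC class II genes. Of 5 such genes, 1, *H2-Ab1*, was at least 2-fold higher in every subset, with an FPKM of 11.3 ± 0.262 in naive cells and 47.5 ± 3.29, 98.8 ± 9.85 and 64.4 ± 8.62 in Th1, Th2 and Th17 (SD, n = 2). The other 4 were not 2-fold higher in any subset, and in Th1 cells 3 of the 5 were lower past the threshold. These counts therefore do not settle whether RNA from the splenocytes contributed. Activation of the T cells in culture is another possible explanation, which the design, without unstimulated cultured cells, could not separate from time in culture. Of the tested receptor-family genes, 24.4% met the criterion, against 12.4% of all tested genes. The receptor list names *Icos*, *Ctla4*, *Lag3* and *Tigit* as single genes and holds the families of the paper's 9 receptors. Part of this excess was thus built into the list, and it is not an unbiased enrichment.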

How the results depend on the processing

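The counts of changed genes stayed within 1.5 times their reported value under the alternatives, apart from the values given here. The number of genes higher in all 3 subsets, 1390, became 561 when a log2 difference of at least 2 was required and 2781 with no fold threshold. The number of receptor-family genes at least 2-fold higher in all 3 subsets by means became 47 with a pseudocount of 0.1. The threshold itself and the pseudocount set these changes. With each library left out in turn, that number was 30 to 34 across the 8 fits, against 30 with all libraries.

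All 9 receptors named by the paper passed in all 3 subsets under each of the 13 alternatives that gave a test, including the replicate block. With the replicate block, 1393 genes were higher in all 3 subsets, and 30 of them were receptor-family genes. The pairing of libraries by replicate number had correlations of 0.138 to 0.294. For receptor-family genes, the number was 30 in the fit without the block, 41 with a pseudocount of 0.1, 33 with median scaling, 30 with quantile normalization, 25 with a log2 difference of at least 2, 45 with no fold threshold and 34 with CD-numbered genes added to the definition. The median scaling list holds the same 30 genes, and so does the list with quantile normalization. Of the alternatives chosen after seeing the data, voom on the implied fragment numbers gave 41 and correction for GC content and length gave 33.

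Scaling moved the split of calls. Over the tested genes, the median difference from naive cells as deposited was -0.014 in Th1, -0.112 in Th2 and 0.077 in Th17 cells. It was 0.061, 0.069 and 0.085 after median scaling and -0.108, -0.106 and -0.088 after quantile normalization. The share of calls that were higher was 50.3% in Th1, 45.1% in Th2 and 55.7% in Th17 cells as deposited, 55.1%, 55.1% and 56.4% with median scaling, and 44.7%, 45.1% and 45.8% with quantile normalization. Whether more genes were called higher or lower in a subset thus depends on the scaling.

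For single genes, 2445 values were computed under the alternatives with a test. Of these, 2409 kept their direction and their side of the threshold, 18 became weaker, 17 became stronger and 1 reversed. The reversal is the difference in *Tnfrsf18* between Th1 and Th17 cells, 0.46 in the reported fit and -0.17 with voom (adjusted p = 0.752; 0.000616 to 0.752 over all alternatives for *Tnfrsf18*, Th1 and Th17). The Th1 libraries had implied fragment numbers of 6775 and 3272 for this gene at an FPKM of 306 and 312, so the implied numbers differ where FPKM does not. With a library left out, 148 of 930 single-gene values moved by more than 1 SD of the fit. Some of the 930 leave a Th1 library out of a comparison of Th17 with naive cells. Those values could not move, so the share that moved is understated.

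The definition of receptors by gene description was not run. The naive libraries, at 14463466 and 14475884 implied fragments, limit the precision of fold changes for genes near 0 in naive cells, among them *Tnfrsf8*, *Lilrb4* and *Ltb4r1*, with at most 5 implied fragments in a naive library.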

Differences from the paper's values

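The paper reports 10 genes classified as receptors that were highly expressed in all effector subsets compared with naive cells, and 30 receptor-family genes were higher in all 3 subsets here. None of the alternatives set before the data were examined closed the gap. They gave 25 genes when a log2 difference of at least 2 was required, 30 with no filter or another filter on low values, with quantile normalization, with only the 2 groups compared, with no mean-variance trend, with the replicate block and with the highest row of a repeated symbol, 33 with median scaling, 34 with CD-numbered genes added, 41 with a pseudocount of 0.1, and 45 with no fold threshold. The alternatives chosen after seeing the values, which gave 30, 33 and 41 genes, did not close it. The 9 receptors named in the paper's text are all among the 30 genes. *Tnfrsf18*, which the paper names, has rank 23 by its smallest difference, 2.30. It lies below genes that the text does not name, such as *Icos* and *Ctla4*. A fold threshold on this scale that keeps all 9 therefore cannot give 10 genes.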

Other observations

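In this part, the tests of the genes higher in CD30 hi cells, of *Xist* and of the microRNA genes, and the comparison of myeloid precursor genes within each subset, were chosen after the results were seen.

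The paper reports *Tgm2* mRNA from sorted CD30 hi and CD30 lo cells and from Th2 cells by quantitative RT-PCR. In the RNA sequencing of unsorted cultures, *Tgm2* (chromosome 2 of mm10, 158116405 to 158146392) had an FPKM of 1.14 ± 0.208 in naive cells, 58.6 ± 1.61 in Th1, 432 ± 1.19 in Th2 and 513 ± 122 in Th17 (SD, n = 2). Th1 cells differed from Th2 cells by -2.86 (adjusted p = 3.04e-05, limma) and from Th17 cells by -3.09 (adjusted p = 3.98e-05), and the difference of 0.23 between Th17 and Th2 cells did not pass (adjusted p = 0.302). With the replicate block these adjusted p-values were 2.88e-05, 5.06e-05 and 0.181. *Tgm2* overlaps the annotated genes *Rprd1b* and *Gm20412*.

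*Tgm2*, *Msc*, *Serpinf1*, *Batf3*, *Myb*, *Il24* and *Rapgef5* are the 7 genes that were higher in CD30 hi than in CD30 lo cells in the paper's microarray comparison (Figure 2A). All 7 were higher in Th17 than in Th1 cells past the threshold, with a median difference of 1.42. Its percentile was 100 among 10000 random lists of 7 tested genes matched on mean FPKM, and 99.99 among lists drawn from genes higher in all 3 subsets. Between Th2 and Th1 cells, 5 were higher and 2, *Msc* and *Batf3*, were lower, with a median difference of 1.66 and percentiles of 99.99 and 99.99. The genes are not independent, and the percentiles describe these 8 libraries. A candidate explanation is that the share of CD30 hi cells differs between the cultures. Against it as the only explanation, *Tnfrsf8* was higher in Th2 than in Th1 cells, whereas *Msc* and *Batf3* were higher in Th1 than in Th2 cells, by 1.38 and 1.06. The paper reports from flow cytometry that CD30 varied from cell to cell in Th1 and Th17 cultures and was uniform on Th2 cells, and those measurements were not used here. Of the 3 genes that were lower in CD30 hi cells, *Rtp4* and *Fam26f* were lower in every effector subset than in naive cells, with FPKM of 25.5 ± 7.64 and 13.3 ± 0.603 in naive cells and at most 0.246 and 0.437 as an effector mean. *Myo6* had an FPKM of 126 ± 27.3 in Th2, 6.40 ± 0.509 in Th1 and 5.71 ± 0.520 in Th17.

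*Cxcr1* had an FPKM of 200 ± 2.83 in Th1 against 22.2 ± 1.75 in Th2 and 27.5 ± 1.46 in Th17 (SD, n = 2). *Cxcr2*, chosen after its values were seen, was listed at 0 in both naive libraries and had 81.8 ± 0.797 in Th1, 9.70 ± 0.764 in Th2 and 5.94 ± 0.887 in Th17. Neutrophil RNA could give such a signal. Among 9 neutrophil markers, the highest FPKM in a Th1 library was 4.89, for *Mpo*, so this test goes against neutrophils as the source.

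*Mpo* and *Elane*, which are outside the rule for naming genes, separated the libraries by replicate number. In the 3 effector libraries of replicate 1, *Mpo* had an FPKM of 2.46 to 4.89 and *Elane* of 2.59 to 3.71, against at most 0.106 and 0 in the 3 of replicate 2. In the naive libraries *Mpo* had 0.373 and 0.0187, and *Elane* 0.061 and 0. RNA from myeloid precursor cells, for instance from the splenocytes of those cultures, is a candidate explanation. Of 5 further genes of such cells fixed before their values were seen, 2, *Ctsg* and *Ms4a3*, were higher in every effector library of replicate 1, where *Ms4a3* had as few as 7 implied fragments and was at 0 in replicate 2. *Prtn3*, *Prss57* and *Cebpe* were not separated. Chance separates 5% of genes in this direction, and 2.61% of the tested genes were separated. Compared within each subset, *Prtn3* was also higher in replicate 1 in all 3 subsets, so that 3 of the 5 genes were, where chance gives 12.5% of genes and 15.3% of the tested genes were. The test fixed before the values were seen left the explanation open, and a difference in the culture batch remains possible.

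*Xist*, which is expressed from the inactive X chromosome of female cells, had an FPKM of 0.0435 ± 0.0064 in naive cells, 0.366 ± 0.121 in Th1, 1.31 ± 0.185 in Th2 and 0.811 ± 0.268 in Th17 (SD, n = 2), while the Y-linked gene *Eif2s3y* had 26.7 to 33.4 as a group mean. RNA from antigen-presenting splenocytes of female mice is a candidate source. Of 6 B cell markers, 0 were higher in every subset past the threshold and 0 at an unadjusted p under 0.05. In Th17 cells 4 were higher than in naive cells, in Th2 cells 0, and in Th1 cells 3 were lower. These 6 markers cover B cells only. Of the 17 markers of B cells, myeloid cells and dendritic cells, 3 were at least 2-fold higher in Th2 than in naive cells. In Th17 cells 2 were, and in Th1 cells 1 was. *Xist* was highest in Th2 cells, so the B cell markers alone do not decide its source there. The naive libraries held marker RNA of their own, with *Cd79a* at 3.57 ± 0.236, against 1.21 ± 0.251 in Th1 (SD, n = 2). Splenocyte RNA in a culture therefore need not raise a marker above naive cells. The pattern cannot be told apart from such RNA in any of the 3 subsets, and no biological explanation was tested.

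In each of the 8 libraries the row with the highest FPKM was a microRNA gene. The 637 microRNA genes took 5.07% to 15.4% of the summed FPKM and at most 0.0115% of the implied fragments, which is consistent with the short length of these genes inflating FPKM. Their share of the summed FPKM was 11.7% to 15.4% in the 4 libraries of replicate 1 and 5.07% to 6.45% in the 4 of replicate 2, so it differed by replicate number in every group, and the source of this difference was not tested. The marker *Cd8b1*, named without a test of its source, had an FPKM of 71.6 ± 26.6 in naive cells, where *Cd8a* had 2.36 ± 0.830 (SD, n = 2).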
